A study of Armillaria cepistipes with 14 samples. Its data were reported in "Hallmarks of Basidiomycete Soft- and White-Rot in Wood-Decay -Omics Data of Two Armillaria Species" (2021).

How the data were processed

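The authors prepared non-strand-specific Illumina paired-end libraries after depletion of ribosomal RNA. They trimmed the reads and mapped them in CLC Genomics Workbench to the transcripts of the Armcep1 gene catalog, which belongs to the related strain B5. Total read counts and counts of reads that map to 1 gene only were deposited for each library as that program wrote them, and the total read counts were used. The authors also deposited log2 RPKM values for each library, which are read counts scaled by gene length and library size. Their notes name R 3.0.2, edgeR 3.4.2 and limma 3.18.13. The deposited log2 values served here only to join gene names and gave no result. No strand was recorded, so overlapping or antisense genes cannot be told apart. A reference genome and product names were not used here. The replicates are biological by the statement of the study.

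Comparisons, thresholds, lists, the rule for naming genes and alternatives were chosen before the data were examined. Genes with at least 5 reads in at least 25% of the 14 libraries were kept, 15861 of 23460. All columns of per-sample counts of the 14 files were used. Counts were scaled by TMM and fitted with limma-voom and empirical Bayes in 1 model of 5 group means (R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0). A gene was called at a Benjamini-Hochberg adjusted p < 0.05 and at least 2-fold change, and "higher", "lower", "rose" and "fell" refer to called genes. The interaction, taken from the same fit, was the log2 change of mycelium with root minus that of rhizomorphs. Errors after log2 changes are standard errors, and errors after levels are SDs over 2 M libraries or 3 libraries of any other group. For a group with 0 reads a fold is a lower bound with 3 reads over the group as the floor, and for 1 to 3 reads a ratio with a 95% interval that holds counting error only. With 2 or 3 libraries per group, of which some were near-identical, p-values rest on the spread pooled by the model.

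The procedure was tested on simulated data with 200 changed genes per comparison. It recovered 77.6% to 92.5% of 3-fold, 88.1% to 92.5% of 4-fold and 92.4% to 100% of 8-fold changes, with 1 to 10 false calls. Simulated libraries were drawn independently, and changes were placed only in genes above a minimum mean count. These rates therefore do not cover near-identical libraries or genes with few reads.

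Enzyme lists came from the study's annotation of carbohydrate-active enzymes (CAZymes). As its gene names differ from those of the count files, genes were joined by their deposited log2 values (tolerance 0.0001) and coding length (within 3 bases). This matched 631 of 680 CAZymes. The other 49, which had no values, and lists of 602 transporters, of which 0 matched, were not used. The 21 lists were pectin-active, hemicellulose-active, beta-glucan-active, chitin-active and starch, glycogen and trehalose enzymes, lignin-active oxidases, multi-substrate glycosidases, glycosyltransferases, expansin-like and CBM67 proteins, all CAZymes, and the families PL1 with PL3 and PL4, GH28, CE8, GH43, GH6 with GH7 and GH45, AA9, AA1_1, AA2, AA3 and AA5_1. These lists overlap, so their tests are not independent. All CAZymes holds every other list, and pectin-active enzymes share members with GH28, CE8 and the PL families. Lignin-active oxidases share members with AA1_1, AA2 and AA5_1. The lists were tested with limma camera at a preset correlation of 0.01 and with the correlation estimated per list, adjusted over 168 tests. At the preset correlation 25 tests were called, and 0 with an estimated correlation (lowest adjusted p = 0.739). Median, mean and test differed in sign in 24 tests, of which 0 were called (lowest adjusted p = 0.243). Marker lists were the 200 genes with the largest called rise and fall in NIR vs NIM, tested in comparisons that use neither group.

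The rule named the 2 called genes with the largest rise and fall of each comparison and list whose libraries do not overlap between the groups. It allowed 397 pairs of gene and comparison. Of these 136 pairs, with 85 genes, were chosen with their values in view, and 261 were not named. For counts of 5 or fewer, further members are named without values, a choice also made after their values were seen.

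Alternatives were edgeR quasi-likelihood, DESeq2, RLE scaling, library size alone, no filter on low counts, a filter of 50 reads, only the libraries of the groups compared, library weights, a replicate block, reads in 1 gene only and leaving out each library in turn. For similarity they were Spearman correlation and a prior count of 5, and for marker lists 50 and 500 genes. Near-identical pairs (chi-square per degree of freedom under 2) were summed, and RR was left out, in alternatives that were added after the data were seen.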

Results

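The data were ribosomal RNA-depleted RNA-Seq counts of Armillaria cepistipes B2, a wood-decaying fungus that spreads as loose mycelium and as root-like cords called rhizomorphs. Autoclaved pieces of spruce root were laid on week-old cultures on malt extract agar, and tissue was dissected after 2-3 weeks. The 14 libraries fell into 5 groups. These were invasive mycelium from under the bark (M, 2 libraries), invasive rhizomorphs emerging out of the bark (R, 3), invasive rhizomorphs from under the bark (RR, 3), and non-invasive mycelium (NIM, 3) and rhizomorphs (NIR, 3) from cultures without root. Each library held 7752331 to 13152087 reads in genes, and 16577 to 17306 of the 23460 catalogued genes had at least 1 read. The study reported that a low share of reads mapped to transcripts in this species. It named poor annotation or genomic DNA as the reason, and held that its calls were not compromised. A gene is identified by its number in the Armcep1 gene catalog of the reference strain B5. The files pair no genome coordinates with these numbers. Of the 23460 genes, 15861 passed the filter on low counts and were tested. Levels are given in CPM after TMM scaling, mean ± SD over the libraries of a group.

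Nearly alike libraries occurred in 4 pairs, each within 1 group. The chi-square per degree of freedom over genes was 1.66 between the 2 M libraries, 1.51 between NIM 1 and 2, 1.75 between NIR 1 and 2 and 1.19 between RR 1 and 3. It lay between 14.95 and 60.4 for all other pairs within a group. Of the genes, 6.16% to 10.6% passed a chi-square limit that sampling noise alone passes in 5%, so these pairs differed by little more than that noise. They were kept as separate libraries, and counts of called genes are also given with each such pair summed to 1 library. Where pairs are nearly alike, p-values and SDs understate the spread between cultures, most of all for M. In the fits with summed pairs M is a single sample, which is assumed to vary like the other groups.

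Emerging and non-invasive rhizomorphs had the most similar transcriptomes of any 2 groups, with a mean Pearson correlation of 0.956 across genes for NIR and R. The correlation was 0.940 for NIM and NIR, 0.935 for M and R, 0.922 for M and RR and 0.879 for M and NIM. RR lay farthest from the non-invasive tissues, at 0.873 with NIR and 0.826 with NIM, and at 0.892 with R. Within groups the mean correlation was 0.972 to 0.991. Genes are not independent replicates, so these correlations are descriptions. The 10 most abundant genes took 5.24% ± 0.47 of the reads in RR and on average 9.37% to 11.8% in the other groups. Scaling by library size alone shifted the median log2 change of all genes by more than 0.1 in 5 comparisons. The shift was -0.14 in R vs NIR, 0.11 in NIR vs NIM, -0.15 in RR vs R, -0.16 in RR vs M and -0.29 in RR vs NIR. All changes below are relative to TMM scaling, under which the median of all genes lay between -0.09 and 0.01.

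Mycelium under the bark was compared with mycelium grown without root to find the response of hyphae to wood. Pectin-degrading enzymes rose as a group in M. Of 54 measured pectin-active enzymes, 26 were higher and 1, Armcep1_10434 of family GH28, was lower, with a median log2 change of 1.29 (camera adjusted p = 0.000166, and adjusted p = 0.739 with an estimated correlation). The pectate lyase Armcep1_16572 (PL3_2) went from 0.656 ± 0.115 CPM in NIM to 183.9 ± 1.44 in M. The pectin lyase family gene Armcep1_13479 (PL1_7) went from 0.272 ± 0.242 to 58.2 ± 3.27 CPM. Of 16 members of PL1, PL3 and PL4, 10 were higher and 0 lower (median 1.88, camera adjusted p = 0.00582, and adjusted p = 0.739 with an estimated correlation). Proteins with CBM67, a module that binds rhamnose, were higher in 10 of 14 cases and lower in 1, Armcep1_8982 (median 3.06, camera adjusted p = 0.00194, and adjusted p = 0.739 with an estimated correlation). Armcep1_13802 of this list reached 554 ± 18.4 CPM in M against 1.87 ± 0.513 in NIM, a log2 change of 8.21 ± 0.53 (SE), and Armcep1_4641 reached 249 ± 6.36 against 1.30 ± 0.163.

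Other lists of plant cell wall enzymes, of which GH28 and CE8 share members with the pectin-active enzymes, had members that were higher in M. Of 16 GH28 polygalacturonases, 5 were higher (camera adjusted p = 0.0702), led by Armcep1_14785 (log2 change 4.78 ± 0.81) and Armcep1_11898 (39.1 ± 2.11 CPM in M, 2.33 ± 2.62 in NIM) and followed by Armcep1_13178, Armcep1_17965 and Armcep1_16698. Of 9 CE8 pectin methylesterases, 4 were higher (camera adjusted p = 0.136): Armcep1_19209 at 40.1 ± 0.280 against 3.38 ± 0.198 CPM, and Armcep1_19130, Armcep1_14786 and Armcep1_1873. Of 11 cellulases of GH6, GH7 and GH45, 6 were higher and 0 lower (camera adjusted p = 0.0595), with Armcep1_7648 at 23.9 ± 0.439 against 2.69 ± 0.404 CPM and Armcep1_7571 at 8.75 ± 0.459 against 1.36 ± 0.735, both of GH7. Of 20 AA9 lytic polysaccharide monooxygenases, 9 were higher and 0 lower (camera adjusted p = 0.0595), and Armcep1_10975 had the largest rise (log2 change 4.66 ± 0.85). Multi-substrate glycosidases were called as a list, with 22 of 58 higher and 9 lower (median 0.64, camera adjusted p = 0.0344, and adjusted p = 0.739 with an estimated correlation). That call was lost without NIM replicate 3 (adjusted p = 0.0935), with a filter of 50 reads (0.0973), with library weights (0.0543) and with a replicate block (0.0563). Hemicellulose-active enzymes had 21 of 72 higher and 9 lower (camera adjusted p = 0.0632), and GH43 glycosidases 6 of 12 higher and 2 lower, Armcep1_9202 and Armcep1_21888 (camera adjusted p = 0.0744). The pectin acetylesterase family gene Armcep1_12591 (CE12) rose by 4.98 ± 0.78 and the arabinofuranosidase family gene Armcep1_16117 (GH51) by 3.62 ± 0.47 on the log2 scale. Without R replicate 1, which is in neither group, 8 polygalacturonases were higher and their list was called (camera adjusted p = 0.0226). The cellulases (0.0292), AA9 (0.0410) and hemicellulose-active enzymes (0.0470) were then called as well. With an estimated correlation none of these lists was called (0.693 to 0.694).

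Expansin-like proteins, which loosen cell walls, moved both ways, with 3 of 18 higher and 2 lower (camera adjusted p = 0.549). Armcep1_3318 went from 4.15 ± 1.47 in NIM to 537 ± 2.91 CPM in M, and Armcep1_5371 and Armcep1_14782 were also higher. Armcep1_5362 and Armcep1_5363 went down, the latter from 177 ± 64.8 to 12.2 ± 0.340 CPM. Of 38 lignin-active oxidases, 6 were higher and 12 lower (camera adjusted p = 0.797). Among 23 AA1_1 laccases, 4 were higher and 8 lower, with a median of 0.16 and a mean of -0.13 (camera adjusted p = 0.966). The laccases Armcep1_7319 (log2 change 6.42 ± 1.05), Armcep1_18958 (3.32 ± 0.30), Armcep1_8702 and Armcep1_11976 rose, and Armcep1_11616 (-5.16 ± 0.73) and Armcep1_22664 (-5.39 ± 0.39) fell. Of 7 AA2 peroxidases, the family of lignin-attacking class II peroxidases, 0 were higher and Armcep1_18510 and Armcep1_15577 were lower (camera adjusted p = 0.770). Of 5 AA5_1 copper radical oxidases, 0 were higher and 2 lower (camera adjusted p = 0.183). Armcep1_14740 had 6.95 ± 0.177 CPM in M and 294 ± 49.3 in NIM, and Armcep1_19172 had 561 ± 11.4 and 1186 ± 289. AA3 GMC oxidoreductases had 12 of 77 higher and 20 lower (camera adjusted p = 0.202), from Armcep1_6144 (AA3_4), which rose by 8.34 ± 1.33 on the log2 scale, to Armcep1_19137 (AA3_2), at -4.61 ± 0.46.

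Genes for fungal wall polymers and storage sugars changed in both directions. Of 42 chitin-active enzymes, 11 were higher and 8 lower (camera adjusted p = 0.999). The chitinase Armcep1_14056 (GH18) had 241 ± 7.25 CPM in M and 12.1 ± 3.20 in NIM. The CE4 deacetylases Armcep1_10424 and Armcep1_6079 fell by 4.88 ± 0.28 and 5.01 ± 0.29 on the log2 scale. Beta-glucan-active enzymes had 9 of 63 higher and 15 lower (camera adjusted p = 0.287), among them Armcep1_17013 (GH16), with 13.01 ± 1.49 CPM in M and 238 ± 99.9 in NIM. Starch, glycogen and trehalose enzymes had 5 of 23 higher, Armcep1_11001, Armcep1_11312, Armcep1_10089, Armcep1_2752 and Armcep1_10689, and 1 lower, Armcep1_11283 (camera adjusted p = 0.137). Glycosyltransferases had 4 of 89 higher, Armcep1_3285, Armcep1_2539, Armcep1_15023 and Armcep1_12199, and 10 lower (camera adjusted p = 0.223). Of all 631 measured CAZymes, 166 were higher and 90 lower (camera adjusted p = 0.158). Adjusted over the list alone, counts differed for 4 lists: all CAZymes had 167 higher, hemicellulose-active enzymes 22 higher, GH43 glycosidases 7 higher and AA2 peroxidases 1 lower.

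Over all genes, 2108 (13.3% of those tested) were higher and 2024 (12.8%) lower in M than in NIM. With near-identical pairs summed 1717 were higher and 1524 lower, and 3180 of the 4132 genes were called in both fits. The largest rises were those of Armcep1_21311 and Armcep1_3975, neither of which is among the annotated CAZymes. Armcep1_21311 had 1770 reads in M and 1 in NIM, a ratio of 2498 (95% counting interval 448 to 98717), and Armcep1_3975 had 120 ± 4.09 against 0.461 ± 0.670 CPM. The largest falls were those of Armcep1_6506 (444 ± 13.9 CPM in NIM, 1.05 ± 0.169 in M, 94.5% of its reads unique to it) and Armcep1_6224 (112 ± 2.83 and 0.378 ± 0.299). With pairs summed Armcep1_19209 and Armcep1_19172 lost their calls (limma adjusted p = 0.0635 and 0.0535). Without NIM replicate 1 or 2 the change of Armcep1_19172 was -0.95 or -0.93, under 2-fold.

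**Figure D1:**
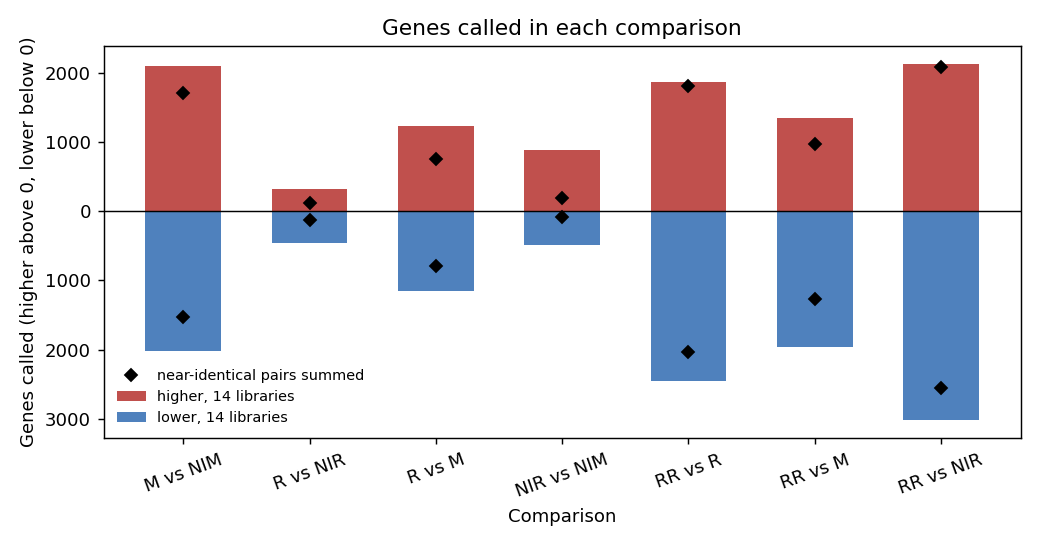
Number of genes called higher (red, above 0) and lower (blue, below 0) in each comparison, on the vertical axis, over all 14 libraries, with black diamonds for the fits in which near-identical library pairs were summed. M vs NIM has 2108 higher and 2024 lower genes, R vs NIR 327 and 454, and the diamonds lie nearer to 0 throughout.

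Emerging rhizomorphs were compared with rhizomorphs grown without root to ask whether they respond to wood as well. Of all lists, only the CBM67 proteins were called, with 5 of 14 higher and 1 lower (median log2 change 1.05, camera adjusted p = 0.0205, and adjusted p = 0.739 with an estimated correlation). Adjusted over the list alone, 6 were higher and 1 lower. The call was lost without NIR replicate 3 (adjusted p = 0.0595, median 0.79) and with a filter of 50 reads (adjusted p = 0.0937, median 1.71). Armcep1_4638 had 349 ± 136 CPM in R and 43.0 ± 6.78 in NIR, and Armcep1_4641, Armcep1_13802 and Armcep1_2104 were higher as well. Armcep1_4652 (40.2 ± 17.3 against 4.16 ± 2.70 CPM) was barely past the threshold (limma adjusted p = 0.0495). Armcep1_3606 was the member that was lower, at 17.2 ± 2.10 against 35.7 ± 6.69 CPM. Of the 54 pectin-active enzymes 0 were higher and 1, Armcep1_15248 of GH53, was lower (camera adjusted p = 0.518). This result depended on R replicate 1, where the median level of these enzymes was 2.80 CPM, against 13.8 and 9.003 in R replicates 2 and 3 and 3.05 to 5.47 in NIR. Without that library, which was singled out after the values were seen, 11 were higher and 2 lower (median log2 change 0.38, camera adjusted p = 0.00932, and adjusted p = 0.766 with an estimated correlation). The lists of GH28 polygalacturonases, pectin lyases and GH6, GH7 and GH45 cellulases were then called as higher as well. With an estimated correlation they were not called (camera adjusted p = 0.693 to 0.694).

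Laccases gave the largest rise of all genes in this comparison. Armcep1_17639 had 231 ± 155 CPM in R and 5.37 ± 1.39 in NIR, a log2 change of 5.23 ± 0.52 (SE, limma adjusted p = 8.58e-05), and Armcep1_7319 had 170 ± 12 and 10.02 ± 11.2. Armcep1_22664 was lower, at 6.11 ± 0.754 against 44.3 ± 12.6 CPM, and the other 20 of 23 AA1_1 laccases were not called (camera adjusted p = 0.797). The GMC oxidoreductase Armcep1_6144 (AA3_4) had 139 ± 97.2 CPM in R and 12.2 ± 0.784 in NIR, while Armcep1_19137 (AA3_2) had 22.9 ± 4.598 and 73.9 ± 1.72. Chitin-active enzymes had 4 of 42 higher and 5 lower (camera adjusted p = 0.860). The CE4 genes Armcep1_13620 and Armcep1_20770 were higher, with Armcep1_4798 and Armcep1_20769. The chitinase Armcep1_7308 (GH18) and Armcep1_9590 (CBM50) were lower, at 5.72 ± 2.07 against 95.5 ± 65.5 and 8.09 ± 2.36 against 104 ± 66.0 CPM, with Armcep1_9587, Armcep1_18529 and Armcep1_12294. Beta-glucan-active enzymes had 2 of 63 higher and 8 lower (camera adjusted p = 0.0828), with Armcep1_7911 higher and the GH16 genes Armcep1_17664 at 733 ± 209 against 292 ± 34.1 CPM and Armcep1_7592 at 54.3 ± 17.8 against 495 ± 257. Leaving out R replicate 1 gave 3 higher and 4 lower members of this list (camera adjusted p = 0.190). The alpha-amylase family genes Armcep1_11283 and Armcep1_11278 (GH13_32) fell by 3.44 ± 0.44 and 2.78 ± 0.45 on the log2 scale, and the glycosyltransferase Armcep1_12449 (GT15) by 2.40 ± 0.40. Adjusted over the list alone, 2 laccases were lower, 6 chitin-active enzymes were higher and 6 lower, and 9 beta-glucan-active enzymes were lower.

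Over all genes, 327 (2.06%) were higher and 454 (2.86%) lower in R than in NIR, and 123 and 132 with near-identical pairs summed. Of the 781 genes, 246 were called in both fits. Higher genes made up 41.9% of the called genes, 25.8% with library size alone and 53.1% without R replicate 1. Armcep1_19980 had the second largest rise (48.6 ± 44.4 against 1.37 ± 0.753 CPM), and the largest falls were those of Armcep1_2255 (4.24 ± 1.23 against 433 ± 248 CPM) and Armcep1_6225 (0.213 ± 0.369 against 8.33 ± 1.96). With pairs summed Armcep1_4652, Armcep1_7592, Armcep1_20770, Armcep1_19980, Armcep1_7308, Armcep1_9590 and Armcep1_3606 were no longer called (limma adjusted p = 0.0538 to 0.218), nor were Armcep1_19980, Armcep1_20770 and Armcep1_7308 when only the libraries of R and NIR were fitted (0.0534 to 0.0820). Leaving out single libraries also ended calls. Armcep1_4652 was not called without any 1 of the NIR, R or M libraries or NIM replicates 1 and 2, nor with library size alone (limma adjusted p = 0.0593), no filter on low counts (0.0554) or a filter of 50 reads (0.0624). Armcep1_7592 was not called without any 1 of the R, M or RR libraries or NIR replicates 1 and 2, nor without the RR group (0.0770) or with no filter on low counts (0.0507). Armcep1_19980 lost its call without any 1 NIR library (limma adjusted p = 0.0518 to 0.0590), Armcep1_20770 without NIR replicates 1 or 2 or R replicates 2 or 3 (0.0702 to 0.0979). Armcep1_3606 fell under 2-fold without NIR replicates 1 or 2 or R replicate 2 (log2 change -0.93 to -0.98).

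The response to root was tested for a difference between mycelium and rhizomorphs with the interaction of both comparisons. It was called for 3063 genes, with a log2 change more positive in mycelium for 1698 and more negative for 1365, and for 1547 with near-identical pairs summed. Of the 3063, 2234 were called in M vs NIM alone, 115 in R vs NIR alone, 136 in both with the same sign, 65 in both with opposite signs and 513 in neither. Pectin-active enzymes had a positive interaction in 22 of 54 cases and a negative one in 1, Armcep1_14480 (median 1.28, camera adjusted p = 0.00143, and adjusted p = 0.739 with an estimated correlation). PL1, PL3 and PL4 lyases had 6 of 16 positive and the same 1 negative (median 2.04, camera adjusted p = 0.0312, and adjusted p = 0.739 with an estimated correlation). That call was lost without NIM replicate 2 or 3 (adjusted p = 0.0519 and 0.0614), with edgeR (0.0834) and with library size alone (0.0572). CBM67 proteins had 6 of 14 positive and 1 negative, Armcep1_8982 (median 1.44, camera adjusted p = 0.00876, and adjusted p = 0.739 with an estimated correlation). Adjusted over the list alone, 24 pectin-active enzymes and 8 of the lyases had a positive interaction. Without R replicate 1, 17 pectin-active enzymes had a positive and 1 a negative interaction (median 1.03, camera adjusted p = 0.00385, and adjusted p = 0.734 with an estimated correlation).

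Both responses also shared genes, and the comparisons share no library. Of the tested genes, 176 were higher in M vs NIM and in R vs NIR, where independent lists of these sizes would share 43.5, and 239 were lower in both against 57.9. With near-identical pairs summed 66 were higher in both. Opposite calls were made for 44 genes higher in M and lower in R, and for 21 genes lower in M and higher in R, against 60.3 and 41.7 for independent lists. Among CAZymes 16 were higher in both and 12 lower in both, and 8 went opposite ways.

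The 2 tissues of the colonized root were compared directly. Pectin-degrading enzymes were lower in R than in M, with 18 of 54 lower and 0 higher (median log2 change -0.66, camera adjusted p = 0.00551, and adjusted p = 0.739 with an estimated correlation). Without R replicate 1, 14 were lower and 4 higher (median -0.33, camera adjusted p = 0.0477, and adjusted p = 0.775 with an estimated correlation). PL1, PL3 and PL4 lyases were lower in 9 of 16 cases (median -1.30, camera adjusted p = 0.00876) and CBM67 proteins in 8 of 14, with 1, Armcep1_8982, higher (median -1.36, camera adjusted p = 0.00257). Both had adjusted p = 0.739 with an estimated correlation, and the lyases lost their call when only the libraries of R and M were fitted (adjusted p = 0.0541). Levels in R and M were 14.1 ± 15.2 and 183.9 ± 1.44 CPM for Armcep1_16572, 5.70 ± 6.13 and 58.2 ± 3.27 for Armcep1_13479, 18.6 ± 10.1 and 554 ± 18.4 for Armcep1_13802 and 1.98 ± 1.12 and 53.7 ± 2.17 for Armcep1_3610 (CBM67). AA9 monooxygenases had 6 of 20 lower and 0 higher (median -0.87, camera adjusted p = 0.0152, and adjusted p = 0.739 with an estimated correlation), and 7 lower adjusted over the list alone. This call was lost with edgeR (adjusted p = 0.0594), DESeq2 (0.0679) and a filter of 50 reads (0.106). Its members Armcep1_10975 and Armcep1_19041 fell by 2.41 ± 0.53 and 2.18 ± 0.31 on the log2 scale. The 3 cellulases that were lower were Armcep1_7570 (1.97 ± 0.810 in R, 10.5 ± 1.39 CPM in M), Armcep1_7571 and Armcep1_7648, all of GH7 (camera adjusted p = 0.144 for the list of 11). Of 16 polygalacturonases 4 were lower, Armcep1_14785, Armcep1_11898, Armcep1_13178 and Armcep1_16698 (camera adjusted p = 0.381), and of 9 pectin methylesterases 3, Armcep1_19130, Armcep1_14686 and Armcep1_14786 (camera adjusted p = 0.202). Leaving out R replicate 1 gave 3 higher and 3 lower polygalacturonases (median 0.51, camera adjusted p = 0.857). It gave 1 higher and 2 lower pectin methylesterases (camera adjusted p = 0.402). The glycoside hydrolase Armcep1_11001 (GH13_40) had 35.2 ± 2.80 CPM in R and 167 ± 5.45 in M.

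Oxidases split between R and M. The laccase Armcep1_17639 had 231 ± 155 CPM in R and 1.63 ± 0.0454 in M, and Armcep1_11616 had 318 ± 265 and 22.3 ± 2.00. Armcep1_18958 and Armcep1_8702 were lower in R, by 3.99 ± 0.33 and 3.44 ± 0.24 on the log2 scale. Together with Armcep1_7319, Armcep1_13559 and Armcep1_11976, 4 of 23 laccases were higher and 3 lower (camera adjusted p = 0.459). Of 77 GMC oxidoreductases 20 were higher and 5 lower, Armcep1_15459, Armcep1_18383, Armcep1_20681, Armcep1_3756 and Armcep1_15465 (camera adjusted p = 0.0646), and the former included Armcep1_978 (29.4 ± 6.19 in R, 1.88 ± 0.0751 CPM in M, 70.2% of its reads unique to it) and Armcep1_5042 (118 ± 33.2 and 8.32 ± 1.17). Without R replicate 1 the GMC oxidoreductases were called, with 21 higher and 6 lower (camera adjusted p = 0.0306). Chitin-active enzymes were then called too, with 11 of 42 higher and 0 lower (camera adjusted p = 0.0411). Both lists had adjusted p = 0.693 with an estimated correlation. The copper radical oxidase Armcep1_14740 had 65.5 ± 17.2 CPM in R and 6.95 ± 0.177 in M. The CE4 genes Armcep1_6079 and Armcep1_10424, the expansin-like gene Armcep1_5362 and the GH16 gene Armcep1_17013 rose by 3.61 ± 0.28, 2.26 ± 0.28, 2.82 ± 0.46 and 3.71 ± 0.44. Adjusted over the list alone, 6 laccases were higher, 6 GMC oxidoreductases, 19 pectin-active enzymes and 4 pectin methylesterases were lower. Over all genes, 1236 were higher and 1150 lower in R, and 763 and 795 with near-identical pairs summed, with 1548 of 2386 called in both fits. The extremes besides Armcep1_17639 were Armcep1_4269 (133 ± 108 in R, 2.14 ± 0.788 CPM in M), Armcep1_10562 (21.8 ± 15.7 and 670 ± 9.52) and Armcep1_21764, with 145 reads in M and 2 in R, a ratio of 91.4 (95% counting interval 24.9 to 762). With pairs summed Armcep1_4269, Armcep1_10562, Armcep1_11898, Armcep1_10975 and Armcep1_11616 lost their calls (limma adjusted p = 0.0520 to 0.150). Armcep1_4269 also lost it without either M library (0.0675 and 0.0770), and Armcep1_11898 without either M library or R replicate 1 or 3 (0.0632 to 0.0994), with edgeR (0.0614), with DESeq2 (0.0906) and with a replicate block (0.0688).

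Without root, rhizomorphs and mycelium differed in 1375 genes, 886 higher and 489 lower in NIR. With near-identical pairs summed 192 were higher and 82 lower, and 270 of the 1375 were called in both fits. Higher genes made up 64.4% of the called genes and 74.9% with library size alone. The glycosyltransferases were the list that was called (median log2 change -0.19, camera adjusted p = 0.0019, and adjusted p = 0.739 with an estimated correlation), although only 2 of 89 were lower, Armcep1_14477 and Armcep1_20743, and 0 higher. Without R replicate 1, which is in neither group, pectin-active enzymes were called as well, with 5 of 54 higher and 0 lower (median 0.51, camera adjusted p = 0.0291). With an estimated correlation their adjusted p was 0.775. Chitin-active enzymes had 12 of 42 higher and 2 lower, Armcep1_10424 and Armcep1_6079 (camera adjusted p = 0.202). Armcep1_7308 (GH18) had 95.5 ± 65.5 CPM in NIR and 3.17 ± 1.62 in NIM, Armcep1_9587 (CBM50) 34.0 ± 7.29 and 1.83 ± 0.854, and Armcep1_13620 (CE4) 71.4 ± 18.6 and 5.83 ± 1.07. The CE4 gene Armcep1_10424 went the other way, with 220 ± 20.6 and 1070 ± 153 CPM, as did the laccase Armcep1_11616 (107 ± 9.24 and 935 ± 524) and the copper radical oxidase Armcep1_14740 (69.0 ± 17.4 and 294 ± 49.3). Armcep1_21282 had 0 reads in NIM and was at least 247-fold higher in NIR, counting 3 reads over the group as the floor. Armcep1_21281 was higher by a ratio of 700 (95% counting interval 193 to 5784). Armcep1_23798 had 0 reads in NIR and was at least 16.1-fold higher in NIM, but only 4.4% of its reads were unique to it, and Armcep1_14249 had 0.286 ± 0.395 and 4.62 ± 2.63 CPM. With pairs summed Armcep1_21282, Armcep1_21281, Armcep1_14249, Armcep1_7308, Armcep1_9587, Armcep1_11616 and Armcep1_14740 lost their calls (limma adjusted p = 0.0522 to 0.142), and Armcep1_14249 also when only the libraries of NIR and NIM were fitted (0.0706).

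**Figure D2:**
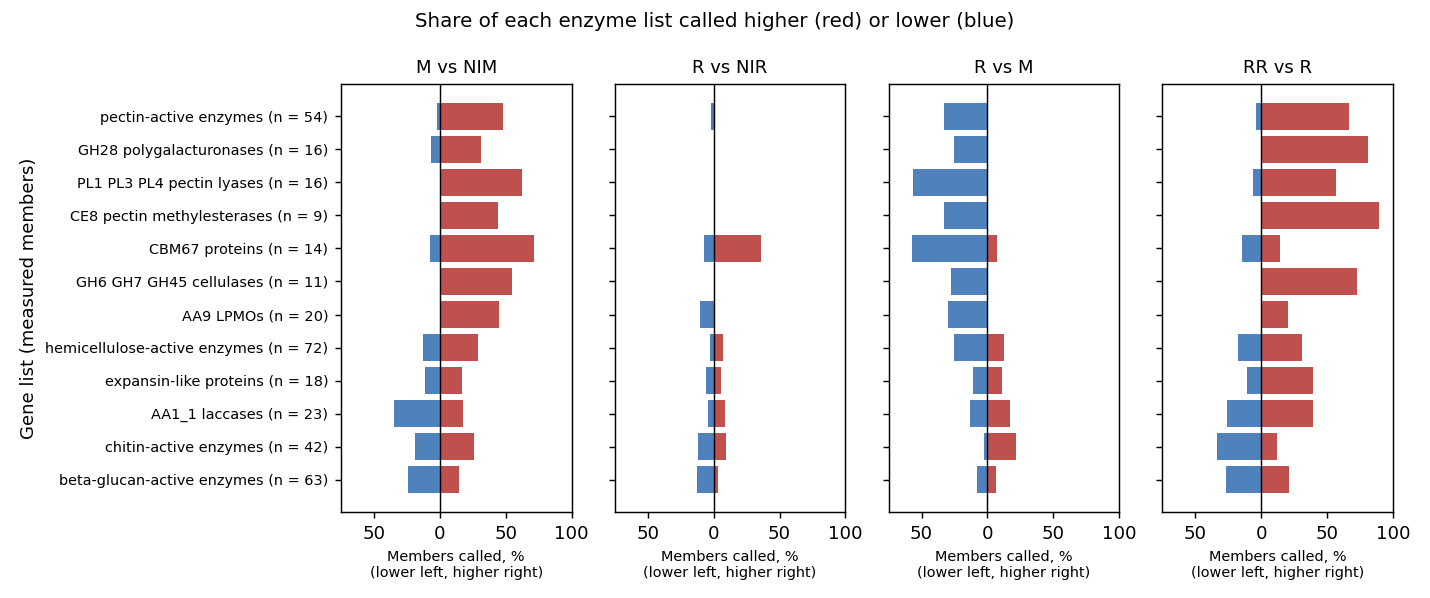
Share of the measured members of 12 enzyme lists that were called higher (red, right) or lower (blue, left) in 4 comparisons, in percent on the horizontal axis, with the number of members after each name. Pectin-active enzymes have 48.1% higher in M vs NIM, 33.3% lower in R vs M and 66.7% higher in RR vs R.

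Rhizomorph-like structures under the bark were compared with the rhizomorphs that emerged from it. Pectin-degrading enzymes rose as a group in RR, with 36 of 54 higher and 2, Armcep1_14480 and Armcep1_6633, lower (median log2 change 2.08, camera adjusted p = 2.49e-07, and adjusted p = 0.739 with an estimated correlation). Polygalacturonases were higher in 13 of 16 cases and lower in 0 (median 3.43, camera adjusted p = 1.51e-05, and adjusted p = 0.739 with an estimated correlation). Armcep1_7801 of this family had 2770 ± 682 CPM in RR and 80.9 ± 84.7 in R, and Armcep1_7790 had 759 ± 275 and 18.1 ± 18.5, with 88.3% of its reads unique to it. Pectin methylesterases were higher in 8 of 9 cases (median 2.41, camera adjusted p = 0.00104, and adjusted p = 0.739 with an estimated correlation), among them Armcep1_22157 (747 ± 199 in RR, 10.04 ± 7.56 CPM in R) and Armcep1_18645 (358 ± 112 and 3.79 ± 1.64). The cellulases of GH6, GH7 and GH45 were higher in 8 of 11 cases and lower in 0 (median 1.26, camera adjusted p = 0.00183, and adjusted p = 0.739 with an estimated correlation), a call that was lost with a filter of 50 reads (adjusted p = 0.0877). The GH45 genes Armcep1_5770 and Armcep1_7481 had 777 ± 142 and 49.8 ± 6.76 CPM in RR against 11.3 ± 6.53 and 0.630 ± 0.389 in R. PL1, PL3 and PL4 lyases had 9 of 16 higher and 1 lower, Armcep1_14480 (camera adjusted p = 0.0504), with Armcep1_5054 (PL4_1) and Armcep1_13479 up by 5.18 ± 0.60 and 4.46 ± 0.73 on the log2 scale. CBM67 proteins had 2 higher, Armcep1_9200 and Armcep1_4615, and 2 lower, Armcep1_4641 and Armcep1_13802, of 14 (camera adjusted p = 0.505). These counts were identical when adjusted over the list alone. Without R replicate 1, 33 pectin-active enzymes were higher and 2 lower (median 1.75, camera adjusted p = 5.31e-08). The cellulases then had 6 higher and 0 lower (camera adjusted p = 0.00157). The PL1, PL3 and PL4 lyases, with 7 higher and 1 lower, were then called (camera adjusted p = 0.0314). Each of these lists had adjusted p = 0.693 with an estimated correlation.

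Large rises also occurred outside the pectinases. The GH43 genes Armcep1_5000 and Armcep1_7334 had 1542 ± 404 and 204 ± 69.0 CPM in RR against 14.8 ± 14.02 and 3.4 ± 2.86 in R, and 6 of 12 in this family were higher and 1, Armcep1_9202, lower (camera adjusted p = 0.0812). Without R replicate 1 the GH43 list was called, with 6 of 11 higher and 0 lower (camera adjusted p = 0.0401, and adjusted p = 0.694 with an estimated correlation). The GH12 endoglucanase Armcep1_18981 rose by 7.21 ± 0.61 on the log2 scale. Of 18 expansin-like proteins 7 were higher and 2 lower (camera adjusted p = 0.297). Armcep1_5242 and Armcep1_14782 had 723 ± 111 and 63.0 ± 8.74 CPM in RR against 49.8 ± 51.5 and 2.38 ± 0.535 in R, while Armcep1_5362 and Armcep1_5363 were lower, by 3.19 ± 0.44 and 4.06 ± 0.69 on the log2 scale. Laccases had 9 of 23 higher and 6 lower (camera adjusted p = 0.505). Armcep1_9650 and Armcep1_4519 had 1122 ± 105 and 510 ± 128 CPM in RR, and 38.8 ± 35.6 and 42.8 ± 44.8 in R. Armcep1_17639 and Armcep1_7319, the laccases that were higher in R than in NIR, had 1.31 ± 0.502 and 3.21 ± 0.366 CPM in RR. The GMC oxidoreductases Armcep1_22758 and Armcep1_22757 rose by 7.48 ± 1.13 and 6.53 ± 0.17, and Armcep1_978 was lower by a ratio of 290 (95% counting interval 98.9 to 1408), within a list of 77 that had 10 higher and 21 lower (camera adjusted p = 0.213). Of 20 AA9 monooxygenases 4 were higher, Armcep1_14779 (22.2 ± 3.24 in RR, 1.92 ± 0.503 CPM in R), Armcep1_3832, Armcep1_19041 and Armcep1_13377 (camera adjusted p = 0.181). Chitin-active enzymes had 5 of 42 higher, Armcep1_9587, Armcep1_4862, Armcep1_13619, Armcep1_4853 and Armcep1_9603, and 14 lower (camera adjusted p = 0.123), with the CE4 genes Armcep1_6079 and Armcep1_13620 down by 5.04 ± 0.33 and 4.71 ± 0.32. The GH16 gene Armcep1_17013 had 4.26 ± 2.72 CPM in RR and 171 ± 20.01 in R.

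Over all genes, 1869 were higher and 2458 lower in RR than in R, and 1817 and 2038 with near-identical pairs summed, with 3768 of 4327 called in both fits. With library size alone they were 1513 and 2996, and higher genes made up 33.6% of the called genes in place of 43.2%. The largest rises were those of Armcep1_17895 (776 ± 51.4 in RR, 1.32 ± 0.521 CPM in R) and Armcep1_3927 (167 ± 138 and 0.330 ± 0.145). The largest falls were those of Armcep1_4269 (0.213 ± 0.211 and 133 ± 108 CPM) and Armcep1_21282, which had 0 reads in RR and was at least 249-fold lower with 3 reads over the group as the floor. Armcep1_4519 lost its call with pairs summed (limma adjusted p = 0.0568) and Armcep1_4269 without RR replicate 1 or 2 (0.0632 and 0.0910). The 200 genes most strongly lower in NIR than in NIM, used as markers of mycelium, were called as a list in RR vs R, with 50 lower, 11 higher and the rest not called (median -0.67, camera adjusted p = 0.0107, and adjusted p = 0.904 with an estimated correlation). That call was lost without NIR replicate 3 (adjusted p = 0.0503) and with lists of 50 genes (0.146). The 200 genes most strongly higher in NIR, used as markers of rhizomorphs, had 48 higher and 82 lower in RR (camera adjusted p = 0.156), and were called without NIM replicate 3 (0.0259), NIR replicate 2 (0.0271) or R replicate 1 (0.0253). In R vs M neither marker list was called, with 40 of the rhizomorph markers higher and 29 lower (camera adjusted p = 0.156) and 23 of the mycelium markers higher and 31 lower (camera adjusted p = 0.872). The rhizomorph markers were called as higher in R without NIM replicate 3 (adjusted p = 0.00948), NIR replicate 2 (0.0448) or R replicate 1 (0.00124), and with library weights (0.0169). With near-identical pairs summed the mycelium markers had a median of 0.33 in R vs M, which is toward higher levels in R than in mycelium. M is then 1 library, and fewer than 200 genes were higher or lower in NIR, so both marker lists were shorter. With lists of 50 genes the rhizomorph markers were called in R vs M, RR vs R and RR vs M (0.0189, 0.0054 and 0.0173), and in none of these with an estimated correlation (adjusted p = 0.539).

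**Figure D3:**
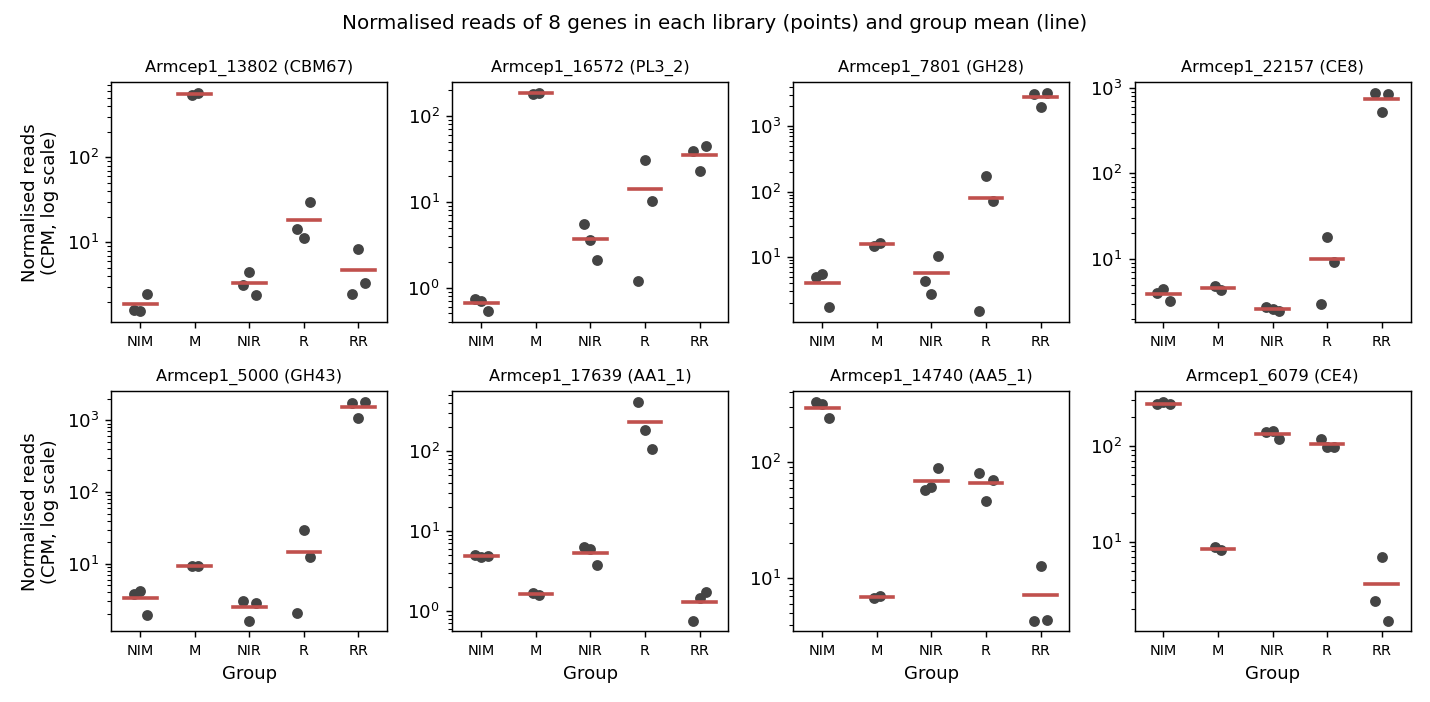
Normalised reads in CPM, on a log scale, of 8 genes in each of the 14 libraries (points), with the mean of each group as a red line. Armcep1_13802 has 554 CPM in M and 18.6 in R, Armcep1_7801 has 2770 in RR and 80.9 in R, and Armcep1_17639 has 231 in R and 1.63 in M.

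Under the bark, RR was also compared with M. Of 54 pectin-active enzymes, 20 were higher in RR and 8 lower (median log2 change 0.75, camera adjusted p = 0.0019, and adjusted p = 0.739 with an estimated correlation). Polygalacturonases were higher in 10 of 16 cases, with 1, Armcep1_16698, lower (median 3.12, camera adjusted p = 0.000582, and adjusted p = 0.739 with an estimated correlation). Armcep1_7801 and Armcep1_7809 had 2770 ± 682 and 972 ± 266 CPM in RR and 15.7 ± 0.961 and 4.6 ± 1.03 in M. Pectin methylesterases were higher in 5 of 9 cases, Armcep1_22157 (by 7.31 ± 0.53), Armcep1_18645, Armcep1_18651, Armcep1_19209 and Armcep1_6524, and lower in 1, Armcep1_14686 (median 3.17, camera adjusted p = 0.00883, and adjusted p = 0.739 with an estimated correlation). CBM67 proteins went the other way, with 7 of 14 lower and 2, Armcep1_4615 and Armcep1_9200, higher (median -1.46, camera adjusted p = 0.0137, and adjusted p = 0.739 with an estimated correlation). Armcep1_13802 had 4.74 ± 3.17 CPM in RR and 554 ± 18.4 in M, and Armcep1_4641 had 3.79 ± 2.79 and 249 ± 6.36. Adjusted over the list alone, 8 CBM67 proteins were lower. The CBM67 call was lost with a filter of 50 reads (adjusted p = 0.0643) and when only the libraries of RR and M were fitted (0.0541). The GH43 gene Armcep1_5000 had 1542 ± 404 CPM in RR and 9.29 ± 0.158 in M.

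Over all genes, 1358 were higher and 1957 lower in RR than in M, and 973 and 1274 with near-identical pairs summed, with 2220 of 3315 called in both fits. Higher genes made up 41.0% of the called genes and 30.6% with library size alone. Armcep1_17895 and Armcep1_3927 had the largest rises, by 9.35 ± 0.32 and 8.91 ± 1.77 on the log2 scale, and Armcep1_3927 was not called when only the libraries of RR and M were fitted (limma adjusted p = 0.0532). Armcep1_3975 had 0.609 ± 0.278 CPM in RR and 120 ± 4.09 in M. Armcep1_21282 was at least 120-fold lower in RR and lost its call with pairs summed (limma adjusted p = 0.0558). Of the mycelium markers 45 were lower and 3, Armcep1_7888, Armcep1_8677 and Armcep1_6937, higher in RR (median -0.59, camera adjusted p = 0.0107, and adjusted p = 0.904 with an estimated correlation), and of the rhizomorph markers 48 were higher and 62 lower (camera adjusted p = 0.404). The rhizomorph markers were called as lower without NIM replicate 1 (adjusted p = 0.0323).

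Against rhizomorphs grown without root, RR had the largest number of called genes of all comparisons, 2136 higher and 3024 lower, and 2091 and 2552 with near-identical pairs summed, with 4501 of 5160 called in both fits. Higher genes made up 41.4% of the called genes and 25.9% with library size alone. Pectin-active enzymes were higher in 37 of 54 cases and lower in 4, Armcep1_15248, Armcep1_9568, Armcep1_6633 and Armcep1_14686 (median 2.18, camera adjusted p = 2.03e-06, and adjusted p = 0.739 with an estimated correlation). Polygalacturonases had 13 of 16 higher (median 3.60, camera adjusted p = 0.000109), pectin methylesterases 8 of 9 higher and 1, Armcep1_14686, lower (median 2.42, camera adjusted p = 0.00383) and the cellulases of GH6, GH7 and GH45 9 of 11 higher and 0 lower (median 2.04, camera adjusted p = 0.00183). Each of these had adjusted p = 0.739 with an estimated correlation, and the cellulases lost their call with a filter of 50 reads (adjusted p = 0.0892). Armcep1_7801, Armcep1_22157, Armcep1_13479 and Armcep1_5000 rose by 9.07 ± 1.65, 8.11 ± 0.57, 7.37 ± 1.55 and 9.27 ± 0.86 on the log2 scale. The chitinase Armcep1_7308 had 0.299 ± 0.0580 CPM in RR and 95.5 ± 65.5 in NIR, and the GH16 gene Armcep1_17013 had 4.26 ± 2.72 and 221 ± 58.3. The largest rises were again those of Armcep1_17895 and Armcep1_3927, at 10.12 ± 0.36 and 9.78 ± 1.91. The largest falls were those of Armcep1_22896 (1.02 ± 0.352 in RR, 650 ± 216 CPM in NIR) and Armcep1_4350 (0.386 ± 0.190 and 258 ± 42.2, with 60.5% of its reads unique to it).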

Values the study reported

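In A. cepistipes the study reported 2108 upregulated genes in invasive against non-invasive mycelium and 327 in invasive against non-invasive rhizomorphs, or 13.29% and 2.06% of the transcriptome. It reported 127 genes that were upregulated in both, fewer than the genes found higher in both responses here. Upregulated pectinases in invasive mycelium made up 37% of all pectinases and upregulated hemicellulases 30%. Of 39 genes for lignin-degrading enzymes, 15% were given as upregulated and 30% as downregulated. These are RNA values. At the protein level the study reported some AA1_1 laccases, AA2 peroxidases and AA3_2 enzymes as increased in invasive mycelium of this species. The study counted 8 upregulated AA9 genes in invasive mycelium of this species, a slightly smaller count than the one given above.
By its account, correlation of transcriptomes was highest among the invasive tissues, while in multidimensional scaling invasive rhizomorphs lay close to non-invasive ones. The correlations above differ from the former: NIR with R was higher than any pair of invasive groups.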

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

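The test on read density and both tests on mixed tissue were chosen after the result was seen. So was the bound that set the genomic DNA ratio against the lowest R library.

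The larger response of mycelium to root was weighed first. The interaction was called for 3063 genes. It was also called for all 65 genes with calls in opposite directions, which such calls make likely by definition. The median log2 interaction was 1.44 for CBM67 proteins, 1.28 for pectin-active enzymes and 2.04 for PL1, PL3 and PL4 lyases. With near-identical pairs summed, 3241 genes were called in M vs NIM in place of 4132, and 3180 were called in both fits, but M is then 1 library whose spread is assumed from other groups, so their part in this count stays open. A smaller spread of mycelium libraries would leave fold changes of equal width, whereas their SD over genes was 2.03 times that in R vs NIR (1.34 and 0.658). As the 2 M libraries are near-identical, a deviation particular to them would widen the changes in M vs NIM too. The SD ratio therefore cannot tell such a deviation from a larger response.

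The distance of RR from the other groups was weighed second. Genomic DNA would raise the share of reads in untested genes, which was 0.8064 times that of R (0.0214% ± 0.0033 in 3 RR and 0.0265% ± 0.0027 in 3 R libraries), and the highest RR library (0.0251%) lay below 1.5 times the lowest R library (0.0354%). That 99.95% of the genes higher in RR than in R rose by more than the read density of untested genes decides nothing, since they were picked for a rise. Admixed mycelium would place these genes between R and M, but in 30.18% every RR library lay over 2-fold above every R and M library. For these genes this argues against admixed mycelium at the levels of the 2 M libraries. As those are near-identical, mycelium of another culture was not covered. For the other 1305 genes admixed mycelium stays open, since they were picked for a rise over R and the M libraries are near-identical. In 76.09% of these 1305 every RR library lay above every R and M library. After a trend on coding length was removed, 95.4% of the called genes kept a 2-fold change.

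Random splits were weighed last. Of 10 splits of the 6 libraries into equal groups, 1, the real one, called as many genes in R vs NIR (781, highest other 3), in NIR vs NIM (1375, highest other 147), in RR vs R (4327, highest other 0) and in RR vs NIR (5160, highest other 0). The split with 147 kept both near-identical pairs together. With 10 splits the share of the real one cannot fall under 5%, so they are too few.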

How the results depend on the processing

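The summed pairs and the fit without RR were chosen after seeing the data. Over the alternatives, 440 of 459 counts stayed within 1.5-fold. Of 3465 values of the 136 named pairs of gene and comparison, 76 were weaker and 0 reversed. These pairs were picked from called genes with large changes, so few losses and no reversals were likely beforehand. They do not describe the stability of all called genes. Summing near-identical pairs lowered R vs NIR to 123 higher and 132 lower genes, NIR vs NIM to 192 and 82, higher genes in R vs M to 763, lower genes in RR vs M to 1274, interactions to 1547 and genes higher in both responses to 66. With library weights R vs NIR had 514 higher genes, NIR vs NIM 1481 higher and 866 lower, and 280 were higher in both responses, against 116 with library size alone. Called gene lists numbered 24 to 39 with 1 library left out (39 without R replicate 1, 24 without NIM replicate 2). Called marker lists numbered 4 with 50 genes and 1 (without NIR replicate 3) to 4 (without NIM replicate 3) with 1 library left out.

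Spearman correlation gave 0.964 for R with NIR, 0.890 for M with NIM and 0.841 for NIM with RR, and a prior count of 5 gave 0.962 and 0.888 for the former. Uncalled marker lists reversed, though their printed medians can keep their sign when the test turns. For rhizomorph markers these were R vs M with pairs summed (median -0.165), RR vs R with 500 genes (-0.208) and with pairs summed (-0.0277), and RR vs M with library weights (-0.0347). For mycelium markers in R vs M the medians were -0.457 with 50 genes, -0.171 with library weights, -0.204 with a replicate block, and -0.0360, -0.224, -0.282 and -0.149 without M replicate 1, NIM replicate 1, NIR replicate 3 or R replicate 3. Without R replicate 2 the test kept its direction (median 0.0543). The cause was not tested. Deviations from the group mean were not alike between same-numbered libraries of different groups (0 of 26 pairs with r over 0.1). This gave the replicate block no support. The M libraries are replicates 1 and 2 in their titles but 2 and 3 in the file labels. Titles were used, so for M the block and its pairs rest on an uncertain numbering.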

Other observations

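The genes below were chosen after their values were seen. Some CAZymes responded to root in opposite directions in mycelium and rhizomorphs. Each had a called interaction, which opposite calls make likely by definition. The AA9 gene Armcep1_19041 had log2 changes of 2.39 ± 0.32 (SE) in M vs NIM and -1.39 ± 0.32 in R vs NIR, and Armcep1_9595 (CBM13) 3.46 ± 0.31 and -1.33 ± 0.36. Armcep1_12721 (GH43), Armcep1_15456 (GH39), Armcep1_8967 (GH16) and Armcep1_11312 (GH13_1) also rose in mycelium and fell in rhizomorphs. Armcep1_14481 (GT2) and Armcep1_22774 (AA3_2) went the other way.

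The glycosyltransferases Armcep1_12449 and Armcep1_15858, both of family GT15, fell in M vs NIM and in R vs NIR, although their list was called in neither (limma camera adjusted p = 0.223 and 0.321). Armcep1_12449 had log2 changes of -3.29 ± 0.48 and -2.40 ± 0.40, and Armcep1_15858 of -2.71 ± 0.47 and -1.87 ± 0.43, with interactions that were not called (limma adjusted p = 0.311 and 0.343).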
